# Altered Expression of Dual‐Specificity Phosphatases in Macrophages Exposed to Lipid Nanoparticles

**DOI:** 10.1096/fba.2026-00055

**Published:** 2026-05-21

**Authors:** David M. Cauvi, Dennis Hawisher, Ikenna Aniegbuna, Julia Derunes, Antonio De Maio

**Keywords:** inflammation, lipid nanoparticles, phosphatases, phospholipids

## Abstract

Acute inflammation is rapidly elicited in response to pathogens, toxins, and other cellular components that interact with immune cells through surface receptors, activating signaling cascades that lead to the expression of molecules aimed at neutralizing the pathogen and stimulating other cells to begin the healing process. However, a robust inflammatory response can be detrimental if it is prolonged. Therefore, the inflammatory response must be tightly regulated to prevent secondary harmful effects. In this regard, cells contain molecular switches that turn the inflammatory process on and off. The rapid response to infection and injury is mediated by constitutive cellular proteins that are activated by posttranslational modifications, of which phosphorylation is the most common. Consequently, compensatory mechanisms often involve the removal of phosphate groups by phosphatases. A family of phosphatases known as dual‐specificity phosphatases (DUSPs), which dephosphorylate both tyrosine and serine/threonine residues, has emerged as a critical mechanism for controlling inflammation. To date, more than 40 DUSPs have been identified in the human genome. Despite their shared catalytic specificity, they appear to participate in diverse cellular processes and are expressed in response to various stimuli. In the present study, we detected a distinctive pattern of DUSP expression in response to exogenous lipid nanoparticles and toxins. These observations suggest that the transcriptional regulation of several DUSPs may be coordinated. They also raise the possibility that DUSPs may play redundant roles to ensure the proper resolution of the inflammatory response.

**Abbreviations**
DAMP: damage‐associated molecular patterns
DUSP: dual‐specificity phosphatases
ECV: extracellular vesicles
LNP: lipid nanoparticles
MKPs: mitogen‐activated protein kinase phosphatases
Mϕ: macrophage
PC: phosphatidylcholine
POPC: 1‐palmitoyl‐2‐oleoyl‐*sn*‐glycero‐3‐phosphocholine
POPS: 1‐palmitoyl‐2‐oleoyl‐*sn*‐glycero‐3‐phospho‐l‐serine

## 1 Introduction

Inflammation is a critical component of the response to infection and injury, which is triggered rapidly to control the harmful conditions. This process is initiated by the interaction of pathogens, toxins, and other cellular components, commonly referred to as damage‐associated molecular patterns (DAMPs), with surface receptors on immune cells, particularly macrophages and monocytes. These receptors, called pattern recognition receptors, activate a signaling cascade that ultimately leads to the activation of transcription factors responsible for the expression of inflammatory mediators such as cytokines [1]. However, inflammation must be tightly regulated because an excessive or prolonged activation is detrimental. Indeed, chronic inflammation is an underlying factor in many diseases [2]. The cellular signaling pathways activated during inflammation consist of numerous proteins regulated by reversible posttranslational modifications, of which phosphorylation is the most common [3]. Phosphorylation acts as a molecular switch that regulates gene expression at different levels [4]. Conversely, a compensatory mechanism that turns gene expression off is mediated by phosphatases [5, 6, 7]. These two processes, activation and deactivation, are temporally separated to ensure an appropriate response. Activation is mediated by kinases already constitutively present in cells, resulting in a rapid response. In contrast, attenuation of the response is slower and requires the transcription and translation of phosphatases. Thus, kinases and phosphatases act as “molecular switches” that regulate inflammation and other cellular processes.

The majority of signaling molecules involved in the inflammatory signaling are phosphorylated at tyrosine or serine/threonine residues. A family of phosphatases known as dual‐specificity phosphatases (DUSPs) can dephosphorylate both tyrosine and serine/threonine substrates [8]. Approximately 44 DUSPs have been identified in humans and 30 in mice [9, 10]. They are classified based on their target specificity and subcellular localization. Some DUSPs act on mitogen‐activated protein kinases (MAPKs), including DUSP1, DUSP2, DUSP4, DUSP5, DUSP6, DUSP7, DUSP8, DUSP9, DUSP10, and DUSP16, and are referred to as mitogen‐activated protein kinase phosphatases (MKPs), because they interact with kinases via a MAPK‐binding (KIM) domain at the N‐terminus [11, 12]. A second group, called atypical DUSPs, lack a MAPK‐binding domain, including DUSP3, DUSP11, DUSP12, DUSP13, DUSP14, DUSP15, DUSP18, DUSP19, DUSP21, DUSP22, DUSP23, DUSP26, DUSP27, and DUSP28. Several DUSPs are localized to the nucleus (DUSP1/MKP‐1, DUSP2, DUSP4/MKP‐2, DUSP5), others to the cytosol (DUSP6/MKP‐3, DUSP7/MKP‐X, DUSP9/MKP‐4), and some to both the nucleus and cytosol (DUSP8, DUSP10/MKP‐5, DUSP16/MKP‐7) [9, 12]. In general, DUSPs display short half‐lives, and their stability is regulated by posttranslational modifications such as ubiquitination and phosphorylation [13].

We have previously shown that peritoneal exposure of naïve mice to liposomes composed of palmitoyl‐oleoyl phosphatidylcholine (POPC) or palmitoyl‐oleoyl phosphatidylserine (POPS) induces the expression of several cytokines and chemokines [14, 15]. This strong inflammatory response associated with exposure to POPS liposomes was found to mitigate a septic insult [14]. Phospholipid liposomes are the basic components of lipid nanoparticles (LNPs), which have been used to deliver nucleic acid drugs [16, 17], and mRNA vaccines [18, 19]. A major advantage of using LNPs to deliver nucleic acids and other molecules is that the encapsulated material is protected from circulating degradative enzymes and other harmful agents. In addition, current LNPs can encapsulate material at high concentrations due to the presence of zwitterionic phospholipids. The primary phospholipid used in LNPs is phosphatidylcholine (PC), the most abundant cellular phospholipid. Cholesterol and polyethylene glycol are also added as stabilizing agents [20]. Phospholipids within LNPs have been considered inert components [21]. However, it could be argued that these natural molecules may play an independent biological role in modulating cellular responses [14, 15, 22]. A phospholipid membrane is also the structural basis of extracellular vesicles (ECVs) or exosomes, which play a role in intercellular communication [23] as well as in the disposal of damaged cellular components [24]. In the present study, we show that, in parallel with the induction of cytokines and chemokines by both POPS and POPC liposomes, there is also regulation of several DUSP genes, which are likely involved in controlling the inflammatory process.

## 2 Materials and Methods

### 2.1 Animals

CD‐1 [Crl:CD1 (ICR)] mice were obtained from Charles River Laboratories (Wilmington, MA, USA) and housed under specific pathogen‐free conditions at the University of California San Diego (UCSD) Animal Facility (La Jolla, CA, USA). Experiments were conducted using 9‐week‐old male. All procedures were approved by the UCSD Institutional Animal Care and Use Committee.

### 2.2 Cell Culture

RAW264.7 cell lines were obtained from ATCC (TIB‐67 and TIB‐71, respectively; ATCC, Manassas, VA, USA) and maintained in RPMI1640 with L‐glutamine and penicillin/streptomycin and supplemented with 10% FBS at 37°C.

### 2.3 Liposome Preparation

1‐Palmitoyl‐2‐oleoyl‐*sn*‐glycero‐3‐phospho‐l‐serine (POPS), 1‐Palmitoyl‐2‐oleoyl‐sn‐glycero‐3‐phosphocholine (POPC), and cholesterol in chloroform were all obtained from Avanti Polar Lipids (Alabaster, AL, USA). POPS and POPC in chloroform were dried under a nitrogen stream, and liposomes were prepared by rehydrating the dried lipid film (400 μg) in 120 μL of 50 mM endotoxin‐free Tris buffer (pH 7.4), with vortexing every 5 min for 30 min. The suspension was then extruded 15 times through a 100 nm membrane filter using a mini‐extruder apparatus (Avanti Polar Lipids). Subsequently, liposomes were centrifuged at 100,000 × *g* for 60 min at 4°C and resuspended in sterile PBS at a final concentration of 1 mg/mL. For cholesterol‐embedded POPC liposome experiments, 120 μg of cholesterol was combined with 280 μg of POPC in chloroform and processed following the same procedure as POPS and POPC liposomes. The size distribution and concentration of each liposome preparation were assessed using Nanoparticle Tracking Analysis (NTA, Nanosight NS300; Malvern Panalytical, UK). Endotoxin contamination was evaluated with the ToxinSensor Chromogenic LAL Endotoxin Assay Kit (GenScript, Piscataway, NJ, USA). The endotoxin concentration in POPC liposome preparations was typically below 0.01 EU/mL, corresponding to < 0.002 ng/mL of endotoxin.

### 2.4 Animal Liposome Treatment and Peritoneal Cell Isolation

CD‐1 mice were treated for 1 h with a 400 μg intraperitoneal (i.p.) injection of POPC or POPS liposomes. Control animals received an equal volume of PBS. Total peritoneal cells were then collected by peritoneal lavage. In brief, 5 mL serum‐free, phenol red–free RPMI 1640 was injected into the peritoneal cavity of CD‐1 mice, and, after gentle massage of the peritoneum to dislodge any loosely attached cells, the fluid was collected. Cell suspensions were immediately centrifuged for 10 min at 350 *g* and resuspended in PBS without Ca^2+^/Mg^2+^ supplemented with 0.5% bovine serum albumin for counting.

### 2.5 Cell Treatment

RAW264.7 Mϕs were incubated with equal amounts of POPC liposomes or POPC + 30% cholesterol (POPC + Chol) liposomes for 60 min. Control cells were treated under the same conditions in the absence of liposomes. In other experiments, RAW264.7 cells were treated with 100 ng/mL LPS for 60 min. Control cells received PBS vehicle only.

### 2.6 Global Gene Analysis by RNA Sequencing

Total peritoneal cells treated with POPC and POPS liposomes and RAW264.7 cells treated with POPC, POPC + Chol, or LPS were processed for global gene analysis by RNA sequencing. RNA was isolated with the RNeasy Mini Kit, according to the manufacturer's protocol (Qiagen, Germantown, MD, USA), and RNA integrity numbers were determined by the 4200 Tapestation (Agilent Technologies, Santa Clara, CA, USA). RNA sequencing libraries were then generated from 1 μg RNA with the TruSeq Stranded Total RNA Library Prep Gold Sample Prep Kit, according to the manufacturer's instructions (Illumina, San Diego, CA, USA), modifying the shear time to 5 min. RNA libraries were multiplexed and sequenced with 75‐bp single reads (SR75) to a depth of ∼40 million reads per sample on a HiSeq4000 (Illumina). Quality control of the raw fastq files was performed with the FastQC software tool. Sequencing reads were aligned to the mouse genome (mm10) with the Spliced Transcripts Alignment to a Reference (STAR), v.2.5.1a, sequence aligner (https://omictools.com/star‐3‐tool). Read quantification was performed with RNA‐Seq by Expectation Maximization (RSEM) v.1.3.0 (https://deweylab.github.io/RSEM) and GENCODE annotation (Mus_musculus.GRCm38.68.gtf) (https://www.gencodegenes.org/releases/current.html). The R BioConductor packages edgeR and limma were used to implement the limma‐voom method for differential expression analysis (https://www.bioconductor.org). The experimental design was modeled upon treatment (∼0 + treatment). Comparisons were made between the POPS‐PBS, POPC‐PBS, and POPS‐POPC groups for peritoneal cells and between POPC‐PBS, POPC + Chol‐PBS, and POPC/POPC + Chol for RAW264.7 cells. In addition, comparisons between LPS‐PBS were also made for RAW264.7 cells. In each bar graph, the expression of the indicated gene was shown as log‐transformed, normalized counts adjusted for the total read count per sample. Significance was defined by using an adjusted cutoff of *p* < 0.05 after multiple testing corrections with a moderated *t* statistic in limma. Functional enrichment of the differentially expressed genes was performed with the Bioconductor Gene Set Variation Analysis package for implementing Gene Set Enrichment Analysis (GSEA), Signaling Pathway Impact Analysis (SPIA) with the Bioconductor package SPIA. The data have been deposited in the National Center for Bioinformation Information (NCBI, Bethesda, MD, USA) Gene Expression Omnibus and are accessible through GEO series accession number GSE115489 (Total peritoneal cells treated with POPC and POPS liposomes); GSE319541 (Effect of free cholesterol on the inflammatory response induced by POPC liposomes).

### 2.7 Statistical Analysis

All data were analyzed using GraphPad Prism software (GraphPad Prism Software, San Diego, CA, USA). Significance was analyzed using one‐way ANOVA followed by Tukey's multiple comparison test or multiple unpaired Student's *t*‐test. A *p* < 0.05 value was considered statistically significant.

## 3 Results

### 3.1 POPS and POPC Liposomes Modulate the Expression of DUSPS in Peritoneal Macrophages

We previously reported that the delivery of liposomes composed of POPS or POPC into the peritoneal cavity of naïve mice were predominantly captured by resident macrophages, leading to changes in the expression of approximately 4104 and 1598 genes after exposure to POPS or POPC, respectively. This change in gene expression represented the modulation of about 40% of all genes analyzed [14, 15]. Pathway impact analysis revealed that a large proportion of these genes encoded inflammatory mediators, particularly cytokines and chemokines [9, 10]. We observed an overlap of genes whose expression was modulated by both phospholipids, as well as genes that were specifically affected by each lipid. These results were independently validated by measuring mRNA levels using quantitative RT‐PCR in isolated peritoneal macrophages. The increased expression of chemokines led to subsequent neutrophil infiltration into the peritoneal cavity, enabling the neutralization of bacterial infections [14, 15].

We found that the expression of several DUSPs was modulated after exposure to POPS and POPC liposomes. This observation called our attention because genes involved in inflammatory processes are activated rapidly mediated by posttranslational modifications, particularly phosphorylation, therefore, a counter‐regulatory response is expected to limit inflammation. In this context, the DUSP family of phosphatases has emerged as a key regulatory mediator that restrains the activation of signaling factors. We observed that DUSP1, DUSP2, DUSP3, DUSP4, and DUSP8 were upregulated exclusively by POPS liposomes (Figure 1A). In contrast, DUSP12 expression was elevated only after exposure to POPC liposomes (Figure 1B). DUSP5 levels were increased after incubation with either POPS or POPC compared with PBS controls but differed between the two phospholipids (Figure 1C). Both lipids increased expression of DUSP11, DUSP14, and DUSP16 (Figure 1D). Conversely, the basal levels of DUSP6, DUSP19, DUSP22, and DUSP28 were reduced after exposure to either POPS or POPC liposomes (Figure 1E). Finally, the expression of DUSP7, DUSP10, DUSP18, and DUSP23 was unaffected by either treatment (Figure 1F). These findings highlight the diversity and specificity of DUSP regulation following stimulation with pro‐inflammatory stimuli.

**FIGURE 1:**
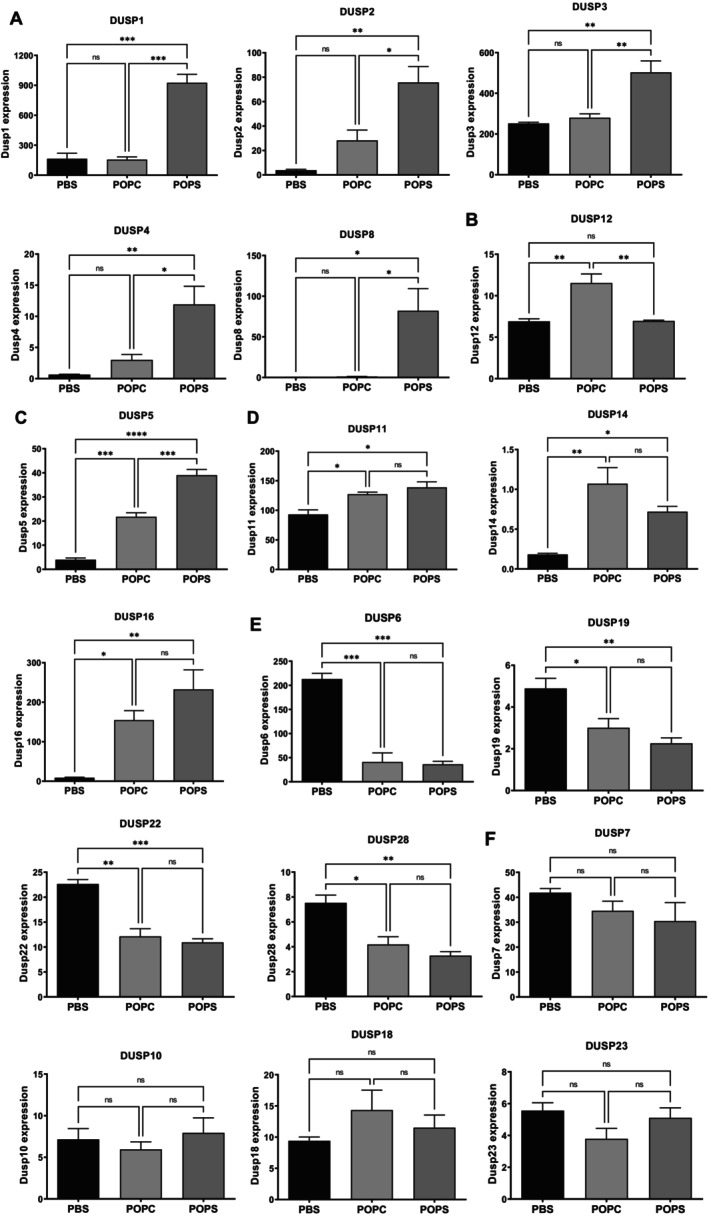
Expression of multiple DUSP family members in peritoneal macrophages is differentially modulated by POPC and POPS liposomes. CD‐1 mice (*n* = 3 per group) were injected intraperitoneally with POPC or POPS liposomes (400 μg) or an equivalent volume of PBS (vehicle control). Peritoneal cells were harvested 1 h postinjection and processed for RNA isolation followed by RNA‐seq analysis. DUSP gene expression was categorized as follows: (A) genes upregulated exclusively by POPS liposomes; (B) genes upregulated exclusively by POPC liposomes; (C) genes differentially upregulated by POPS and POPC liposomes; (D) genes similarly regulated by both POPS and POPC liposomes; (E) genes similarly downregulated by both POPS and POPC liposomes; (F) genes not affected by either POPS or POPC treatment. Results (*n* = 3) are expressed as means ± SEM, and statistical analysis was performed using one‐way ANOVA followed by Tukey's multiple comparison test with *, **, ***, and **** indicating *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001 respectively. The expression levels were presented as log‐transformed, normalized counts adjusted for the total read count per sample.

### 3.2 Incubation of Macrophages With LPS Also Increases DUSP Expression

To expand our prior observations, we analyzed DUSP expression after incubating murine cultured macrophages (RAW264 cells) with LPS, a well‐known inflammatory stimulus. RAW264 cells were incubated with LPS for 1 h at 37°C and lysed. Control cells were maintained under identical conditions without LPS exposure. Samples were subjected to transcriptomic analysis as described in Section 2. As expected, the expression of several cytokines, including TNF‐α and IL‐6, was elevated after LPS incubation compared with controls (Figure 2A), consistent with prior observations [25, 26]. Concurrently, the expression of several DUSPs (DUSP1, DUSP2, DUSP4, DUSP5, DUSP8, and DUSP16) was also increased (Figure 2B). Several other DUSPs were not affected by LPS treatment (Table 1). Notably, there was overlap between DUSPs induced by LPS and those induced by POPS liposomes (DUSP1, DUSP2, DUSP4, and DUSP8), as well as between LPS and both phospholipids (DUSP5 and DUSP16), suggesting that the modulation in the expression of these phosphatases is related to the inflammatory process rather than the specific stimuli.

**FIGURE 2:**
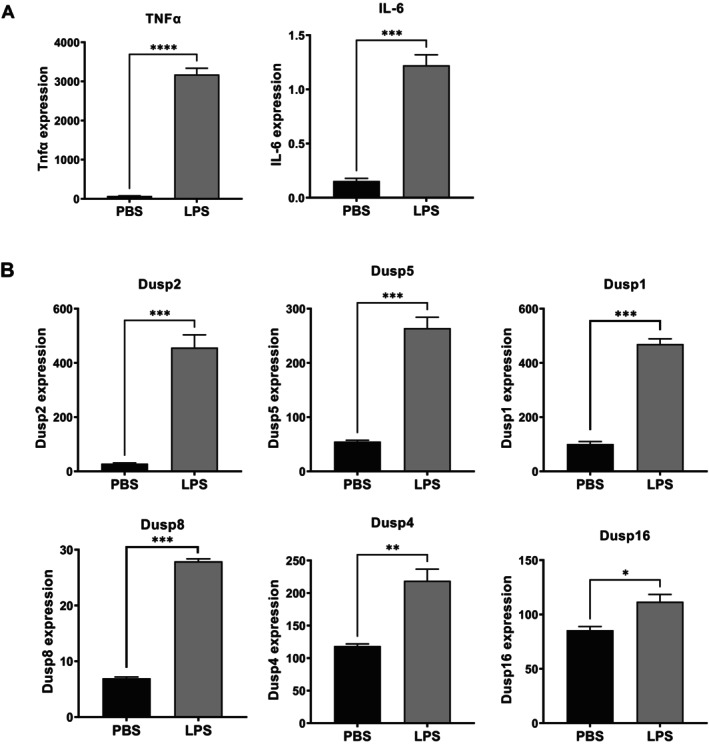
Expression of multiple DUSP family members is upregulated in macrophages by LPS treatment. Murine macrophages (RAW264.7 cells) were incubated with LPS for 1 h at 37°C and then lysed. Control cells were maintained under identical conditions without LPS. RNA was isolated and subjected to transcriptomic analysis. (A) LPS treatment upregulates TNF‐α and IL‐6 expression. (B) LPS treatment increases expression of multiple DUSP family members, including DUSP1, DUSP2, DUSP4, DUSP5, DUSP8, and DUSP16. Results (*n* = 3) are expressed as means ± SEM, and statistical analysis was performed using unpaired *t*‐test with *, **, ***, and **** indicating *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001 respectively. The expression levels were presented as log‐transformed, normalized counts adjusted for the total read count per sample.

**TABLE 1:** Change in Dusp genes' expression following LPS treatment.

Genes	logCPM	logFC	Fold change	Adj. *p*	Status
Dusp2	7.953	4.065	16.7	***	upReg
Dusp5	7.343	2.335	5.0	***	upReg
Dusp1	8.182	2.296	4.9	***	upReg
Dusp8	4.148	2.093	4.3	***	upReg
Dusp4	7.41	0.9551	1.9	**	upReg
Dusp16	6.632	0.4567	1.4	*	upReg
Dusp14	3.393	0.3869	1.3	NS	nonDE
Dusp12	2.919	−0.366	0.8	NS	nonDE
Dusp9	1.499	0.5242	1.4	NS	nonDE
Dusp18	4.373	−0.1914	0.9	NS	nonDE
Dusp11	7.39	−0.08711	0.9	NS	nonDE
Dusp3	7.97	−0.07077	1.0	NS	nonDE
Dusp22	4.477	0.08753	1.1	NS	nonDE
Dusp10	2.177	0.1399	1.1	NS	nonDE
Dusp28	1.911	−0.1372	0.9	NS	nonDE
Dusp6	4.554	0.06242	1.0	NS	nonDE
Dusp7	5.482	−0.02895	1.0	NS	nonDE
Dusp19	3.48	−0.03994	1.0	NS	nonDE

Abbreviations: nonDE, non‐differentially expressed; NS, nonsignificant; upReg, upregulated by LPS.

*p < 0.05; **p < 0.01; ***p < 0.001.

### 3.3 DUSP Expression Is Also Modulated by Incubation of RAW264 Cells With POPC Liposomes Containing or Lacking Free Cholesterol

RAW264 cells were also incubated with POPC liposomes under culture conditions. 

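RAW264.7 cells, a mouse macrophage line, were incubated for 60 min with liposomes of POPC, a phosphatidylcholine, or with liposomes of POPC that also held 30% cholesterol (POPC + Chol). A preparation of 400 µg lipid with cholesterol held 120 µg cholesterol and 280 µg POPC. Each of the 3 groups had 3 libraries, 9 in all. The control libraries carry the label PBS, where the methods describe cells in the absence of liposomes and the legend of Figure 3 untreated cells, and they are called PBS here. Total RNA was made into stranded libraries with a kit that removes ribosomal RNA, and single reads of 75 bases were aligned with STAR and assigned to genes with RSEM. RSEM splits a read that matches several genes or transcripts between them, so the deposited values are expected counts and need not be whole numbers. The total expected count was 14693499, 16537725 and 5836996 in the PBS libraries, 19206492, 12121318 and 9118518 in the POPC libraries, and 12054338, 13695108 and 10412396 in the POPC + Chol libraries. The median over the 9 libraries was 12121318 counts, where the paper states a depth of about 40 M reads per sample, and all values here use the deposited counts. Within each group, every pair of replicates differed by more than the sampling noise, and none was counted as 1 sample.
The expected counts were rounded to whole numbers, normalized with edgeR's TMM factors and tested with edgeR's quasi-likelihood test over the 12378 genes that passed edgeR's filter on low counts, with all 9 libraries in one fit. Levels are given as CPM, counts scaled to the TMM-adjusted library size, as mean ± SD of 3 libraries. The biological coefficient of variation estimated across genes was 4.64%. The choice of normalization moves every gene. A single gene that the reference annotation does not name (ENSMUSG00000119584.1) took between 5.95% and 6.71% of the counts in the PBS libraries, 6.31%, 10.84% and 22.48% in the POPC libraries and between 15.32% and 19.59% in the POPC + Chol libraries. With library size alone in place of TMM factors, the median log2 fold change of all genes went from 0.00 to -0.16 for POPC against PBS, to -0.21 for POPC + Chol against PBS and to -0.06 for POPC + Chol against POPC.

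**Figure D1:**
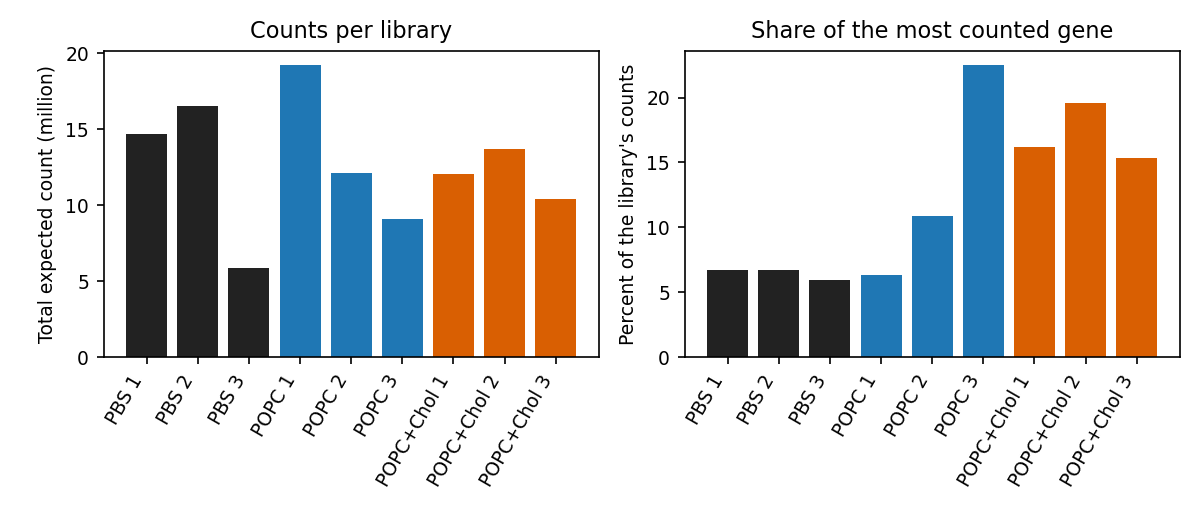
Total expected count (left, in units of M counts) and the percent of these counts on the most counted gene (right), 1 bar for each of the 9 libraries, in black for PBS, blue for POPC and orange for POPC + Chol. The totals lie between 5.84 M and 19.21 M, and the share of the most counted gene between 5.95% and 22.48%.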

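Tumor necrosis factor is encoded by Tnf (ENSMUSG00000024401.15), on the minus strand of chromosome 17 of GRCm38 from 35199381 to 35202007. Its level was 82.5 ± 2.29 CPM in PBS and 2144 ± 34.3 CPM after incubation with POPC liposomes (SD, n = 3 each). This is a log2 fold change of 4.70 (standard error 0.05, adjusted p = 2.3e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved it most, library size in place of TMM factors, gave 4.53, and with each library left out in turn it stayed between 4.68 and 4.71. Il6 (ENSMUSG00000025746.12) lies on the plus strand of chromosome 5 from 30013114 to 30019981. It had 0 counts in each of the 3 PBS and each of the 3 POPC libraries. A count of 0 allows a level of up to 0.0741 CPM over the PBS libraries together and 0.0745 CPM over the POPC libraries together, taking 3 counts as the limit, for counting error only. A change in Il6 below these limits was not detectable at this depth, and no fold change is given.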

Similar to our observations in vivo, cytokine expression increased after POPC liposome exposure compared with controls (Figure 3A). However, the addition of free cholesterol to POPC liposomes reduced cytokine expression (Figure 3A), consistent with our previous findings [26].

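With POPC + Chol liposomes the level of Tnf was 1630 ± 27.9 CPM (SD, n = 3). The log2 fold change against POPC was -0.40 (standard error 0.041, adjusted p = 8.21e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the range of the POPC + Chol libraries, 1600 to 1656 CPM, lay below that of the POPC libraries, 2105 to 2170 CPM. Against PBS, Tnf remained higher with POPC + Chol, by 4.30 on the log2 scale (standard error 0.049, adjusted p = 2.24e-24 from the same edgeR test). For Il6, a single count was found in the third POPC + Chol library and 0 counts in the other two. An effect of cholesterol on Il6 could not be tested, since no POPC library held a count.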

**FIGURE 3:**
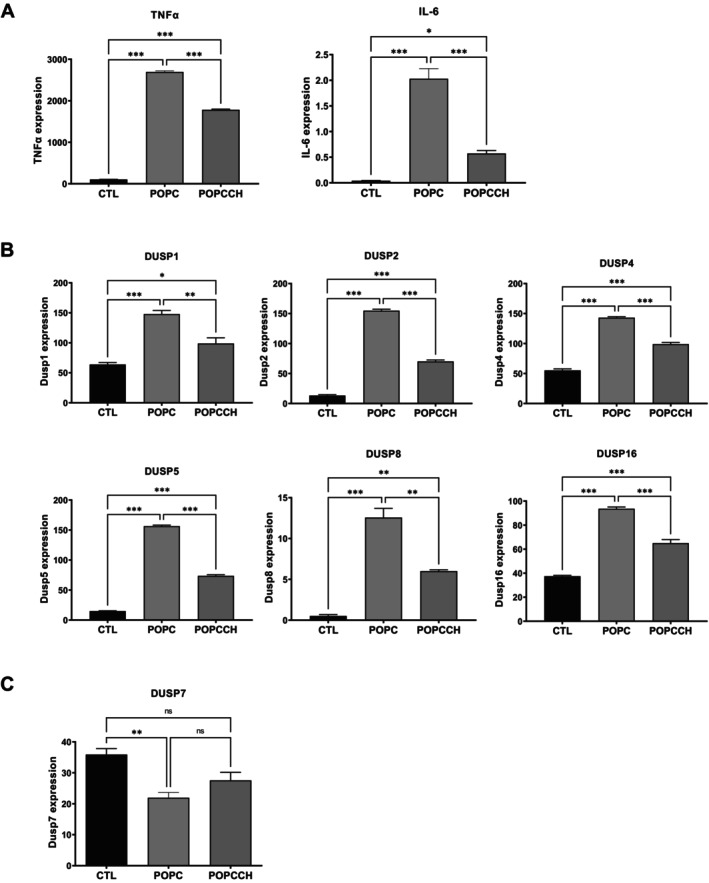
Cholesterol modulates POPC‐induced DUSP gene expression in macrophages. Murine macrophages (RAW264.7 cells) were left untreated (CTL) or treated with POPC liposomes (POPC) or POPC liposomes supplemented with cholesterol (POPCCH). Cells were harvested and processed for RNA isolation followed by transcriptomic analysis. (A) Incorporation of cholesterol into POPC liposomes reduces POPC‐induced TNF‐α and IL‐6 expression. (B) Cholesterol‐containing POPC liposomes attenuate POPC liposome‐induced expression of multiple DUSP family members. (C) Incorporation of cholesterol into POPC liposomes counteracts POPC‐induced downregulation of DUSP7 expression. Results (*n* = 3) are expressed as means ± SEM, and statistical analysis was performed using one‐way ANOVA followed by Tukey's multiple comparison test with *, **, and *** indicating *p* < 0.05, *p* < 0.01, and *p* < 0.001 respectively. The expression levels were presented as log‐transformed, normalized counts adjusted for the total read count per sample.

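Dusp7 (ENSMUSG00000053716.10) lies on the plus strand of chromosome 9 of GRCm38 from 106368632 to 106375724. Its level was 28.6 ± 2.63 CPM in PBS, 17.4 ± 2.3 CPM with POPC and 21.9 ± 3.61 CPM with POPC + Chol (SD, n = 3 each). Against PBS, POPC gave a log2 fold change of -0.71 (standard error 0.109, adjusted p = 6.34e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between -0.82 and -0.63 with each library left out in turn. POPC + Chol gave -0.40 against PBS (standard error 0.107, adjusted p = 0.0308 from the same edgeR test). This second difference was no longer past the threshold of 0.05 without PBS replicate 1 (adjusted p = 0.219), PBS replicate 3 (0.0511), POPC + Chol replicate 1 (0.181) or POPC + Chol replicate 2 (0.123) in the edgeR fit. In the direct comparison of POPC + Chol with POPC, the log2 fold change was 0.32 (standard error 0.114, adjusted p = 0.269 from edgeR's test). The 2 groups overlapped, with 18.9 to 25.9 CPM in the POPC + Chol libraries and 15.4 to 19.9 CPM in the POPC libraries. Without POPC + Chol replicate 3 the log2 fold change was 0.19 (adjusted p = 0.74 by edgeR). Adjusted over the 18 DUSP genes tested alone, Dusp7 was past 0.05 in this comparison, as 1 of 8 that were. The call for Dusp7 therefore depended on the genes adjusted over and was not settled. The list of 18 held the 6 DUSPs past the threshold over all genes in this comparison, which eases the threshold for the others.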

The levels of six DUSPs (DUSP1, DUSP2, DUSP4, DUSP5, DUSP8, and DUSP16) increased upon incubation with POPC liposomes (Figure 3B), whereas DUSP7 expression was reduced (Figure 3C). 

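Between POPC and PBS, 1655 of the 12378 genes tested passed an adjusted p of 0.05, 1052 of them higher and 603 lower with POPC, and 275 of them changed at least 2-fold. With library size in place of TMM factors the split was 378 higher and 1389 lower, out of 1767. Each of the 6 DUSPs was higher in every POPC library than in every PBS library. Dusp5 (ENSMUSG00000034765.7; chromosome 19 of GRCm38, 53529109 to 53542431) rose from 11.9 ± 0.613 to 124 ± 2.28 CPM (SD, n = 3 each), a log2 fold change of 3.39 (standard error 0.063, adjusted p = 4.54e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dusp2 (ENSMUSG00000027368.7; chromosome 2, 127336159 to 127338376) rose from 10.6 ± 1.88 to 123 ± 3.18 CPM, a log2 fold change of 3.61 (standard error 0.076, adjusted p = 3.75e-20 by edgeR). Dusp8 (ENSMUSG00000037887.12; chromosome 7, 142079490 to 142095843) was at 0.371 ± 0.236 CPM in PBS, from 10, 6 and 1 counts, and at 9.96 ± 1.56 CPM with POPC. Its log2 fold change of 4.56 had the widest standard error of the 6 (0.259, adjusted p = 5.46e-12 by edgeR), and without PBS replicate 1 it was 5.09. Dusp4 (ENSMUSG00000031530.7; chromosome 8, 34807297 to 34819894) rose from 43.9 ± 3.51 to 114 ± 1.76 CPM, Dusp16 (ENSMUSG00000030203.18; chromosome 6, 134715468 to 134792625) from 29.8 ± 0.909 to 74.4 ± 1.76 CPM, and Dusp1 (ENSMUSG00000024190.8; chromosome 17, 26505590 to 26562128) from 50.8 ± 4.44 to 117.5 ± 7.78 CPM. Their log2 fold changes were 1.35, 1.33 and 1.19, with standard errors of 0.055, 0.062 and 0.082, and the highest adjusted p of the 3 was 1.9e-10, for Dusp1, in the same edgeR test. Leaving out any 1 of the 9 libraries changed none of these 6 calls.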

When free cholesterol was added to POPC liposomes, the same pattern of elevated DUSP expression relative to control was observed; however, these levels were reduced compared with POPC liposomes lacking cholesterol (Figure 3B). Thus, the effects of free cholesterol on DUSP expression mirrors the reduction on cytokine expression after exposure to POPC liposomes with the sterol (Figure 3A). 

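With POPC + Chol, all 6 DUSPs lay between their levels in PBS and with POPC, and in each of the 6 the libraries of the 3 groups did not overlap. Chance alone separates a pair of groups of 3 libraries in 10% of genes. The levels were 58.6 ± 2.35 CPM for Dusp5, 55.9 ± 3.16 CPM for Dusp2, 4.74 ± 0.237 CPM for Dusp8, 78.8 ± 3.75 CPM for Dusp4, 51.7 ± 4.02 CPM for Dusp16 and 78.8 ± 12.7 CPM for Dusp1 (SD, n = 3). Against PBS, the log2 fold changes were 2.31 for Dusp5, 2.47 for Dusp2, 3.47 for Dusp8, 0.82 for Dusp4, 0.80 for Dusp16 and 0.61 for Dusp1, with adjusted p from 3.91e-17 for Dusp5 to 3.27e-05 for Dusp1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against POPC, Dusp2 fell by 1.14 on the log2 scale (standard error 0.059, adjusted p = 1.32e-11), Dusp5 by 1.09 (standard error 0.05, adjusted p = 3.55e-12) and Dusp8 by 1.09 (standard error 0.171, adjusted p = 0.000315) in edgeR's test. Dusp1 fell by 0.57 (standard error 0.079, adjusted p = 4.83e-05 by edgeR), Dusp4 by 0.53 (standard error 0.052) and Dusp16 by 0.52 (standard error 0.058). Without POPC + Chol replicate 1, which had the highest Dusp1 level of its group, 93.1 CPM, the log2 fold change of Dusp1 against POPC was -0.71. Over all genes, 667 differed between POPC + Chol and PBS (488 higher and 179 lower), and 239 between POPC + Chol and POPC (31 higher and 208 lower). The number of higher genes in the last comparison was 12 without POPC + Chol replicate 2, 20 without POPC replicate 1 and 50 without POPC + Chol replicate 1. With library size in place of TMM factors, the first split was 218 higher and 2555 lower.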

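The size of the difference between the 2 liposomes was expressed as the share of the rise over PBS that was kept with POPC + Chol, 100 times the difference between POPC + Chol and PBS divided by the difference between POPC and PBS, in mean CPM. Tnf kept 75.04% ± 1.06 (standard error by the delta method, from 3 libraries per group). The 6 DUSPs kept less, from 40.29% ± 1.84 for Dusp2 and 41.56% ± 1.31 for Dusp5 to 49.1% ± 5.35 for Dusp16 and 49.97% ± 3.5 for Dusp4. Dusp8 kept 45.54% ± 4.57. Dusp1 had the widest error, 41.93% ± 11.56, and kept 31.23% without POPC + Chol replicate 1. The difference between Tnf and each DUSP was larger than the sum of their standard errors, and no test of it was made. With the deposited TPM in place of CPM this did not hold for Dusp8, which kept 65.66% ± 14.86 where Tnf kept 72.63% ± 3.34. Tnf was the only cytokine gene given a share, so the DUSPs are not compared with cytokines as a class. Against POPC, Lif (-2.18), Il1a (-1.82) and Cxcl10 (-1.50) fell further on the log2 scale than Tnf (-0.40). These genes were picked as the largest falls, and other cytokines were not compared. The median of the 6 DUSPs was 43.73%, between 41.53% and 47.55% with each library left out in turn. Over all 228 genes raised at least 2-fold by POPC, the median was 51.17%. Among 10000 random lists of 6 such genes matched on mean expression, the middle 95% of medians lay between 42.92% and 62.76%, and the DUSP median was at percentile 4.1. On the log2 scale, as the ratio of the 2 log2 fold changes, the DUSP median was 64.51% and its percentile 18.9. From the lower levels of both the cytokines and the DUSPs with the sterol, the paper concludes that the effect of free cholesterol on DUSP expression mirrors its effect on cytokine expression, and it proposes a link between the expression of cytokines and DUSPs during inflammation.

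**Figure D2:**
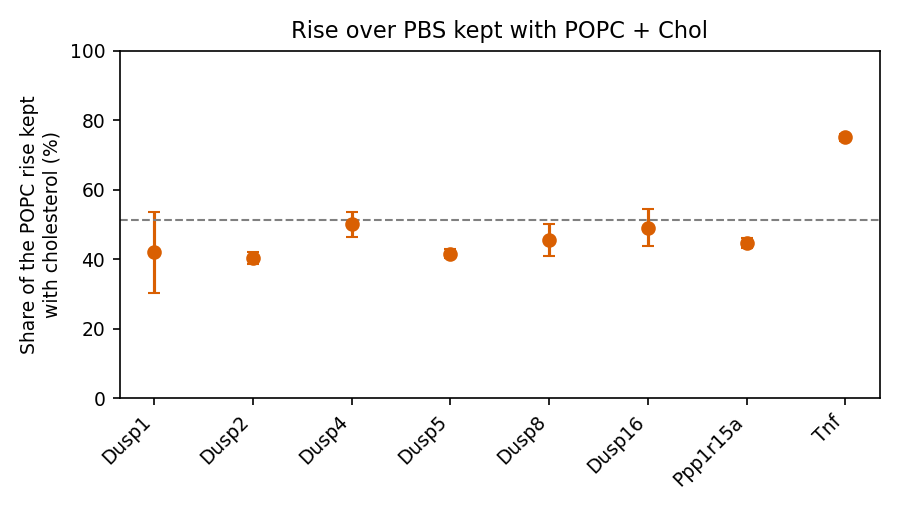
Share of the rise over PBS kept with POPC + Chol, in percent, for the 6 DUSPs, Ppp1r15a and Tnf. Points are the share from mean CPM of 3 libraries per group, bars are 1 standard error by the delta method, and the dashed line is the median of all genes raised at least 2-fold by POPC, 51.17%. Tnf lies above the line and the other points below it, with the error bars of Dusp1, Dusp4 and Dusp16 reaching it.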

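The annotation held 24 genes with a Dusp symbol and a number, of which 18 had enough counts to be tested, the same 18 as in Table 2, and 2 had 0 counts in all 9 libraries. Between POPC and PBS, 7 of the 18 passed an adjusted p of 0.05 over all genes tested, the 6 raised genes and Dusp7, and 7 when adjusted over the list alone. None of the other 11 (Dusp3, Dusp6, Dusp9, Dusp10, Dusp11, Dusp12, Dusp14, Dusp18, Dusp19, Dusp22 and Dusp28) was past the threshold in edgeR's quasi-likelihood test, 0 were in limma-voom and 0 in DESeq2, and 1 (Dusp10) had an unadjusted p under 0.05. Their log2 fold changes lay between -0.43 for Dusp28 and 0.78 for Dusp10, with adjusted p from 0.119 to 0.984 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That of Dusp28 was -0.132 without POPC replicate 1, -0.181 without PBS replicate 2 and -0.699 without POPC replicate 3. The precision differed widely with the level. Dusp3, at 210 ± 4.42 CPM in PBS and 207 ± 4.04 CPM with POPC, had a standard error of 0.039 on the log2 scale, and Dusp10, at 1.29 ± 0.0794 and 2.33 ± 0.451 CPM, one of 0.318 (SD, n = 3 each). The sign of Dusp9, at 2.76 ± 0.867 and 2.46 ± 0.414 CPM, was not settled at its depth. Its log2 fold change was -0.05 (standard error 0.268) in edgeR and 0.02 in limma-voom.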

The expression of other DUSPs was not affected by incubation with POPC liposomes (Table 2). Indeed, these observations suggest a link between cytokine and DUSP expression during inflammation.

**TABLE 2:** Change in Dusp genes' expression following POPC treatment.

Genes	logCPM	logFC	Fold change	Adj. *p*	Status
Dusp5	5.797	3.398	10.5	***	upReg
Dusp2	5.708	3.624	12.3	***	upReg
Dusp4	6.524	1.347	2.5	***	upReg
Dusp16	5.932	1.331	2.5	***	upReg
Dusp1	6.604	1.184	2.3	***	upReg
Dusp8	1.72	4.626	24.7	***	upReg
Dusp7	4.793	−0.7074	0.6	**	downReg
Dusp10	1.249	0.7132	1.6	NS	nonDE
Dusp28	2.016	−0.5488	0.7	NS	nonDE
Dusp6	4.449	−0.1719	0.9	NS	nonDE
Dusp12	3.701	−0.1532	0.9	NS	nonDE
Dusp22	4.543	−0.07786	0.9	NS	nonDE
Dusp18	3.893	−0.07357	1.0	NS	nonDE
Dusp14	3.072	−0.07133	1.0	NS	nonDE
Dusp19	3.486	−0.04851	1.0	NS	nonDE
Dusp3	8.03	−0.01141	1.0	NS	nonDE
Dusp9	1.775	0.01763	1.0	NS	nonDE
Dusp11	7.263	−0.0004513	1.0	NS	nonDE

Abbreviations: downReg, downregulated by POPC; nonDE, non‐differentially expressed; NS, nonsignificant; upReg, upregulated by POPC.

**p < 0.01; ***p < 0.001.

### 3.4 The Expression of Other Phosphatases Is Also Upregulated After Exposure to POPC and POPS Liposomes

As part of our transcriptome analysis, we investigated whether the expression of other phosphatases was modulated upon incubation with POPC or POPS liposomes. 

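In the RAW264.7 libraries, 13 non-receptor (Ptpn) and 8 receptor-type (Ptpr) tyrosine phosphatase genes had enough counts to be tested for POPC against PBS. Of the 13, 3 were higher with POPC at an adjusted p of 0.05 (Ptpn4, Ptpn12 and Ptpn23) and 0 were lower from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By limma-voom 1 was lower and by DESeq2 0, and 3 were lower at an unadjusted p under 0.05 in edgeR. Both families together held 4 genes past the threshold. Adjusted over the list alone, 6 were past it, 4 higher and 2 lower (Ptpn6 and Ptpn21). Of the 8 receptor-type genes, only Ptprj (ENSMUSG00000025314.18; chromosome 2 of GRCm38, 90429754 to 90580647) was past the threshold in the edgeR test. It was at 154 ± 5.09 CPM in PBS and 171 ± 2.42 CPM with POPC (SD, n = 3 each), a log2 fold change of 0.15 (standard error 0.043, adjusted p = 0.0231 by edgeR). The call was lost without PBS replicate 1 (adjusted p = 0.05), PBS replicate 2 (0.0981), PBS replicate 3 (0.0871) or POPC replicate 2 (0.0972) in the same test, and with library size in place of TMM factors its log2 fold change was -0.01. With that scaling, which lowers the median of all genes, none of the 4 raised genes was past the threshold and 3 Ptpn genes (Ptpn6, Ptpn21 and Ptpn22) were lower. Ptpn1, Ptpn2 and Ptpre had log2 fold changes of 0.03, 0.09 and 0.08, with standard errors of 0.054, 0.074 and 0.085 and adjusted p of 0.832, 0.481 and 0.644 by edgeR. Ptpn14 had too few counts to be tested.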

Phosphatases fall into two main families that remove phosphate from either tyrosine or serine/threonine residues. We examined these groups and found that expression of the non‐receptor tyrosine phosphatase *Ptpn23* increased 13.1‐fold after POPS exposure in peritoneal macrophages in vivo, but not after incubation with POPC liposomes in vitro (Figure 4A). In contrast, a modest increase in *Ptpn23* expression was observed in RAW264 cells after POPC treatment, which was reduced when free cholesterol was included in the liposomes (Figure 4B). 

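Ptpn23 (ENSMUSG00000036057.12) lies on the minus strand of chromosome 9 of GRCm38 from 110385082 to 110408213. Its level was 80.6 ± 3.01 CPM in PBS, 105 ± 5.76 CPM with POPC and 87.7 ± 5.64 CPM with POPC + Chol (SD, n = 3 each). POPC against PBS gave a log2 fold change of 0.39, or 1.31-fold (standard error 0.054, adjusted p = 2.02e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library size in place of TMM factors it was 0.22 and not past the threshold (adjusted p = 0.106 by edgeR). POPC + Chol against POPC gave -0.26 (standard error 0.054, adjusted p = 0.00745 by edgeR). That call was lost without POPC replicate 2 (adjusted p = 0.0714), POPC + Chol replicate 2 (0.0621) or POPC + Chol replicate 3 (0.0631) and with library size alone (0.0753) in edgeR's test. Between POPC + Chol and PBS the log2 fold change of 0.13 was not past the threshold (standard error 0.056, adjusted p = 0.232 by edgeR), and with library size alone it was -0.09.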

*Ptpn23* expression also increased after LPS stimulation of RAW264 cells (Figure 4C). The expression of another tyrosine phosphatase non‐receptor, *Ptpn1*, was increased 4.9‐fold after incubation with POPC liposomes and 2.3‐fold after exposure to POPS liposomes on peritoneal macrophages. The expression of *Ptpn2* and *Ptpn12* were also increased after incubation with POPS liposome in 2‐ and 2.7‐fold, respectively. Exposure to RAW264 cells to LPS increased the expression of *Ptpn14* in 2.1‐fold (Table 3). PPP1R15A, a regulatory subunit of protein phosphatase 1 (PP1) and a key component of the ER stress response, also known as growth arrest and DNA damage‐inducible protein 34 (GADD34), was strongly induced. *Ppp1r15a* expression increased 2.4‐ and 43.1‐fold after incubation of peritoneal macrophages with POPC or POPS liposomes, respectively (Figure 5A). Its expression also increased 5.6‐fold in RAW264 cells exposed to POPC but was downregulated when free cholesterol was included in the POPC liposomes (Figure 5B). 

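Ppp1r15a (ENSMUSG00000040435.13) lies on the minus strand of chromosome 7 of GRCm38 from 45522916 to 45526268. Its level was 23.4 ± 2.69 CPM in PBS and 134 ± 4.1 CPM with POPC (SD, n = 3 each). This is a 5.61-fold rise, or 2.49 on the log2 scale (standard error 0.063, adjusted p = 9.17e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.42 to 2.60 with each library left out in turn. With POPC + Chol the level was 72.7 ± 1.48 CPM (SD, n = 3). Against POPC the log2 fold change was -0.88 (standard error 0.054, adjusted p = 1.63e-10 by edgeR), and against PBS it was 1.61 (standard error 0.066, adjusted p = 2.54e-14 by edgeR). Ppp1r15a kept 44.65% ± 1.46 (standard error by the delta method) of its rise with POPC. The ranges of the 3 groups, 21.5 to 26.5 CPM, 131 to 139 CPM and 71.8 to 74.4 CPM, did not overlap.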

LPS treatment significantly induced *Ppp1r15a* expression (Figure 5C). The expression of *Ptpre* and *Ptprj* increased respectively 2.1‐ and 2‐fold after POPS stimulation while *Ptprj* increased 1.9‐fold after POPC exposure in peritoneal macrophages (Tables 4 and 5).

**FIGURE 4:**
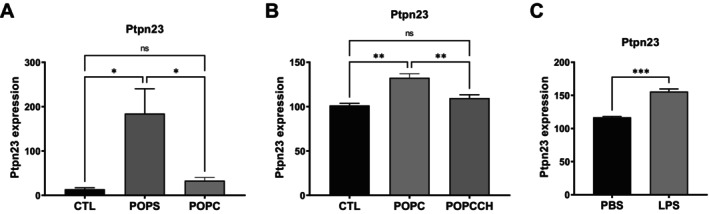
Expression of the non‐receptor tyrosine phosphatase Ptpn23 is modulated by POPS and POPC liposomes, with or without cholesterol, as well as by LPS treatment. (A) CD‐1 mice (*n* = 3 per group) were injected intraperitoneally with POPC or POPS liposomes (400 μg) or an equivalent volume of PBS (vehicle control). Peritoneal cells were harvested 1 h postinjection and processed for RNA isolation followed by RNA‐seq analysis. Ptpn23 expression is selectively induced by POPS, but not by POPC, liposomes. (B) Murine macrophages (RAW264.7 cells) were left untreated (CTL) or treated with POPC liposomes (POPC) or POPC liposomes supplemented with cholesterol (POPCCH). Cells were harvested and processed for RNA isolation followed by transcriptomic analysis. Cholesterol‐containing POPC liposomes inhibit POPC liposome‐induced expression of Ptpn23. (C) Murine macrophages (RAW264.7 cells) were incubated with LPS for 1 h at 37°C and then lysed. Control cells were maintained under identical conditions without LPS. RNA was isolated and subjected to transcriptomic analysis. LPS treatment upregulates Ptpn23 expression. Results (*n* = 3) are expressed as means ± SEM, and statistical analysis was performed either using one‐way ANOVA followed by Tukey's multiple comparison test with * and ** indicating *p* < 0.05 and *p* < 0.01 respectively (A, B) or unpaired *t*‐test with *** indicating *p* < 0.001 (C). The expression levels were presented as log‐transformed, normalized counts adjusted for the total read count per sample.

**TABLE 3:** Change in Ptpn genes' expression following LPS treatment.

Genes	logCPM	logFC	Fold change	Adj. *p*	Status
Ptpn23	7.096	0.4838	1.4	***	upReg
Ptpn14	1.794	1.082	2.1	***	upReg
Ptpn18	5.145	−0.3042	0.8	NS	nonDE
Ptpn4	6.925	0.1351	1.1	NS	nonDE
Ptpn7	7.328	0.1174	1.1	NS	nonDE
Ptpn1	6.114	0.1244	1.1	NS	nonDE
Ptpn11	7.345	0.07515	1.1	NS	nonDE
Ptpn6	7.912	−0.0979	0.9	NS	nonDE
Ptpn9	6.201	0.09085	1.1	NS	nonDE
Ptpn22	7.455	0.03609	1.0	NS	nonDE
Ptpn2	5.716	0.06086	1.0	NS	nonDE
Ptpn21	5.451	−0.03296	1.0	NS	nonDE
Ptpn12	6.59	−0.01559	1.0	NS	nonDE
Ptpn5	1.878	−0.02291	1.0	NS	nonDE

Abbreviations: nonDE, non‐differentially expressed; NS, nonsignificant; upReg, upregulated by LPS.

***p < 0.001.

**FIGURE 5:**
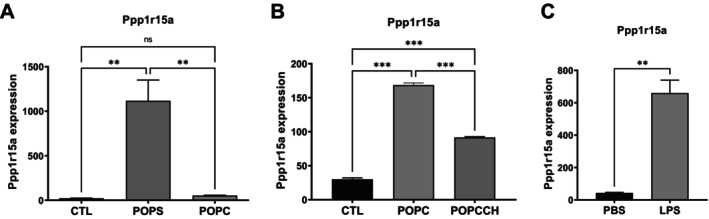
Expression of the protein phosphatase 1 regulatory subunit Ppp1r15a is strongly induced in vivo by POPS liposomes, and in vitro by POPC liposomes with or without cholesterol, as well as by LPS treatment. (A) CD‐1 mice (*n* = 3 per group) were injected intraperitoneally with POPC or POPS liposomes (400 μg) or an equivalent volume of PBS (vehicle control). Peritoneal cells were harvested 1 h postinjection and processed for RNA isolation followed by RNA‐seq analysis. Ppp1r15a expression is selectively induced by POPS, but not by POPC, liposomes. (B) Murine macrophages (RAW264.7 cells) were left untreated (CTL) or treated with POPC liposomes (POPC) or POPC liposomes supplemented with cholesterol (POPCCH). Cells were harvested and processed for RNA isolation followed by transcriptomic analysis. Incorporation of cholesterol into POPC liposomes significantly attenuated POPC liposome‐induced expression of Ppp1r15a. (C) Murine macrophages (RAW264.7 cells) were incubated with LPS for 1 h at 37°C and then lysed. Control cells were maintained under identical conditions without LPS. RNA was isolated and subjected to transcriptomic analysis. LPS treatment strongly upregulates Ppp1r15a expression. Results (*n* = 3) are expressed as means ± SEM, and statistical analysis was performed either using one‐way ANOVA followed by Tukey's multiple comparison test with ** and *** indicating *p* < 0.01 and *p* < 0.001 respectively (A, B) or unpaired *t*‐test with ** indicating *p* < 0.01 (C). The expression levels were presented as log‐transformed, normalized counts adjusted for the total read count per sample.

**TABLE 4:** Change in Ptpr genes' expression following POPS treatment in vivo.

Genes	logCPM	logFC	Fold change	Adj. *p*	Status
Ptpre	7.193	1.082	2.1	**	upReg
Ptprj	9.606	0.9949	2.0	**	upReg
Ptpro	6.522	0.5807	1.5	*	upReg
Ptprm	4.712	0.6931	1.6	*	upReg
Ptprc	9.638	0.6439	1.6	NS	nonDE
Ptprcap	4.733	−0.5433	0.7	NS	nonDE
Ptprs	5.448	0.563	1.5	NS	nonDE
Ptprg	1.149	1.135	2.2	NS	nonDE
Ptprf	0.664	0.4529	1.4	NS	nonDE
Ptpru	−0.3244	0.5963	1.5	NS	nonDE
Ptpra	6.596	−0.06207	1.0	NS	nonDE

Abbreviations: nonDE, non‐differentially expressed; NS, nonsignificant; upReg, upregulated by POPS.

*p < 0.05 ; **p < 0.01.

**TABLE 5:** Change in Ptpr genes' expression following POPC treatment in vivo.

Genes	logCPM	logFC	Fold change	Adj. *p*	Status
Ptprj	9.606	0.9317	1.9	*	upReg
Ptprc	9.638	0.7011	1.6	NS	nonDE
Ptpra	6.596	−0.4463	0.7	NS	nonDE
Ptpru	−0.3244	1.221	2.3	NS	nonDE
Ptpre	7.193	0.2731	1.2	NS	nonDE
Ptpro	6.522	−0.1563	0.9	NS	nonDE
Ptprm	4.712	−0.09946	0.9	NS	nonDE
Ptprs	5.448	−0.1508	0.9	NS	nonDE
Ptprcap	4.733	0.08126	1.1	NS	nonDE
Ptprg	1.149	−0.2479	0.8	NS	nonDE
Ptprf	0.664	−0.02878	1.0	NS	nonDE

Abbreviations: nonDE, non‐differentially expressed; NS, nonsignificant; upReg, upregulated by POPC.

*p < 0.05.

## 4 Discussion

Like Newton's third law, “every action has an equal and opposite reaction,” a similar principle can be applied to biology: a response to stress is accompanied by a compensatory reaction. This principle is particularly true for the inflammatory response, which is followed by an anti‐inflammatory counterpart. If inflammation is not controlled, it can become harmful to the organism. Indeed, chronic inflammation, an underlying condition in many diseases [2]. Inflammation is triggered by exogenous cellular stimuli such as infectious agents, tissue damage, and other stressors, currently referred to as DAMPs. These molecules interact with surface receptors and activate signaling cascades that lead to the expression of inflammatory mediators such as cytokines [1]. This signaling process is rapidly activated through posttranslational modifications of target molecules, mainly by kinase activities [3]. Since these substrates remain active as long as they are phosphorylated, they must be dephosphorylated to attenuate the process. Based on these assumptions, it is expected that activation of inflammation is followed by the expression of specific phosphatases that mitigate the response.

Indeed, a family of enzymes known as dual‐specificity phosphatases (DUSPs) has been identified as part of the anti‐inflammatory process [9, 10, 11, 12]. Their name derives from their ability to remove phosphate groups from tyrosine, serine, and threonine residues on target molecules. To date, approximately 30–40 DUSPs have been identified in humans and rodents [9, 11, 12]. They target cellular kinases such as members of the mitogen‐activated protein kinase (MAPK) family, which play crucial roles in inflammation, cell proliferation, survival, and death. DUSPs were previously referred to as MAPK phosphatases (MKPs). They remove phosphate groups from threonine and/or tyrosine residues from the T‐X‐Y motif within the kinase active site [8]. Some DUSPs bind directly to MAPKs via a KIM domain at the N‐terminal region of the phosphatase and are termed *typical* DUSPs. Others lack this domain and are classified as *atypical* phosphatases [11, 12]. DUSPs have been associated with a variety of disease conditions, including infection [11, 27], cancer [10, 28], asthma and chronic obstructive pulmonary disease [29, 30], obesity [31], and autoimmunity [32]. Moreover, DUSPs may be involved in tumor development and progression, with increased expression reported in several human tumors, positioning them as potential cancer therapeutic targets [28].

We have previously found that the phospholipids POPC and POPS, when formulated into liposomes, activate an inflammatory response. Phospholipid liposomes are the basic components of lipid nanoparticles (LNPs), which have gained increasing attention as carriers for mRNA vaccines and nucleic acid therapeutics [16, 17, 18, 19]. Although LNP contains several other components including ionizable phospholipids and cholesterol, phospholipids like PC are necessary for the formation of the particle [16, 33]. Indeed, phospholipids spontaneously assemble into vesicles through entropic processes [34], protecting their luminal cargo from degradation by external enzymes. Although phospholipids within LNPs were once considered inert components, accumulating evidence indicates that they play active biological roles [14, 15, 22]. For example, phospholipids within LNP in vaccine may act as adjuvants [35, 36]. Phospholipid membranes also represent an essential component of extracellular vesicles (ECVs) or exosomes, which are small vesicles encapsulated by a lipid bilayer. ECVs play key roles in intercellular communication by carrying cargo that maintains homeostasis or activates responses to stress or danger [23]. Our prior studies have shown that POPC and POPS liposomes activate cytokine and chemokine expression both in vivo (peritoneal cells) and in macrophages cultured conditions [14, 15, 25]. Although POPC and POPS liposomes share overlapping activities, they trigger responses through different mechanisms. POPS liposomes bind to the cell‐surface scavenger receptor CD36, which recognizes the negative charge of the phospholipid, and initiates a signaling cascade that activates NF‐κB and promotes TNFα transcription. In contrast, POPC liposomes are internalized by pinocytosis rather than receptor binding, activating the inflammatory response from within endosomes [25].

We found that several DUSPs were stimulated by POPS (DUSP1, 2, 3, 4, and 8), by POPC (DUSP12) liposomes, or by both (DUSP5, 11, 14, and 16). In contrast, expression of DUSP6, 19, 22, and 28 was reduced by POPC or POPS liposomes, and other DUSPs (7, 10, 18, and 23) were unaffected. Interestingly, the expression of DUSP1, 2, 4, 5, 8, and 16 also increased when RAW264.7 cells were incubated with POPC liposomes in culture conditions, and the same DUSPs were upregulated after LPS exposure to RAW264.7 cells. These findings suggest that a specific subset of DUSPs is activated during the inflammatory response regardless of the initiating stimulus. Thus, the transcriptional activity of these DUSPs may be triggered by similar factors activating the expression of cytokines via NF‐κB. We also speculate that these DUSPs may provide synergistic functions or that their expression is redundant to ensure timely control of inflammation. Furthermore, their expression may be coordinated to compensate for the reduced activity of any single member. Indeed, reduced DUSP2 expression in knockout mice resulted in increased DUSP1 levels, suggesting crosstalk between DUSPs [27].

We have previously shown that adding free cholesterol to POPC liposomes attenuates the inflammatory response, at least at the level of TNFα production, an effect not observed with esterified cholesterol [26]. Therefore, we investigated whether complementing POPC liposomes with free cholesterol affects DUSP expression. The same phosphatases stimulated by POPC liposomes alone were reduced by the addition of free cholesterol, although their expression was not completely abolished. Notably, the downregulation pattern produced by free cholesterol was similar between cytokines and DUSPs, suggesting their expression may be aligned. This raises the possibility that a common signaling molecule responsible for cytokine induction may also coordinate DUSP expression. The effect of free cholesterol on inflammation is complex and may involve changes in membrane fluidity. Moreover, cholesterol could be extracted from liposome‐loaded endosomes by the NPC1/2 system and transported to other cellular membranes [37]. If delivered to the ER, cholesterol may be oxidized to oxysterols that activate peroxisome proliferator–activated receptors (PPARs) and liver X receptors (LXRα/LXRβ), both known regulators of inflammation [38, 39]. Indeed, LXRs have also been shown to negatively regulate NF‐κB signaling [38, 40, 41]. Thus, the reduction in DUSP expression by cholesterol may compromise regulation of the inflammatory response and could contribute to atherosclerosis.

Previous studies have shown that several DUSPs were upregulated following LPS stimulation, including DUSP1 [42, 43, 44, 45], DUSP4 [27], DUSP5 [46], and DUSP10 [47]. In contrast, other DUSPs, including DUSP3, DUSP6, DUSP7, DUSP11, DUSP12, DUSP14, DUSP18, DUSP22, and DUSP26 were unaffected by LPS stimulation [9, 45]. Moreover, increased DUSP1 expression correlated with reduced cytokine production and improved resistance to LPS challenge in mice [42, 48]. Overexpression of DUSP5 also reduced cytokine levels after LPS stimulation, whereas deletion of DUSP5 has the opposite effect [46]. Similarly, DUSP1 deletion enhanced cytokine production and susceptibility to endotoxic shock [42, 48]. Deletion of DUSP11 resulted in overproduction of LPS‐induced cytokines and increased susceptibility to endotoxic shock [49]. In contrast, DUSP2‐null mice show reduced cytokine expression after LPS exposure and improved survival following septic challenge [27, 44]. This improved survival correlated with reduced cytokine expression, consistent with the role of cytokine storms in poor sepsis outcomes [50, 51]. Although these observations appear to contradict the concept that DUSPs universally act as negative regulators of inflammation, they can be reconciled by a compensatory upregulation of DUSP1 in DUSP2‐null mice [27]. DUSP1 expression is also increased by extracellular HSP70, which reduced inflammation in airway epithelial cells [30]. Notably, extracellular HSP70 itself can activate inflammatory responses [52, 53].

We also found that several tyrosine‐specific phosphatases are upregulated following POPC liposome stimulation (*Ptpn4*, 12, and 23), whereas *Ptpn6* levels are downregulated. 

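Ptpn12 (ENSMUSG00000028771.14; chromosome 5 of GRCm38, 20986645 to 21055911) was at 62.1 ± 1.24 CPM in PBS and 74.1 ± 4.09 CPM with POPC in RAW264.7 cells (SD, n = 3 each). Its log2 fold change was 0.25 (standard error 0.055, adjusted p = 0.00317 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.09 with library size in place of TMM factors (adjusted p = 0.552 by edgeR). Ptpn4 (ENSMUSG00000026384.14; chromosome 1, 119652467 to 119837613) was at 80.5 ± 2.97 and 90.2 ± 2.1 CPM, a log2 fold change of 0.17 (standard error 0.053, adjusted p = 0.0413 by edgeR). It was no longer past the threshold of 0.05 without any 1 of the 6 PBS and POPC libraries, with adjusted p from 0.0614 without POPC replicate 2 to 0.264 without PBS replicate 2 in edgeR's test, nor in DESeq2 (0.102) or with library size alone (0.996). Ptpn6 (ENSMUSG00000004266.16; chromosome 6, 124720707 to 124738714) was at 246 ± 3.48 and 226 ± 7.28 CPM. Its log2 fold change of -0.12 (standard error 0.042, adjusted p = 0.0512 by edgeR) was just short of the threshold, and every POPC library was below every PBS library. In limma-voom its adjusted p was 0.0427, with a log2 fold change of -0.12.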

*Ptpn14* and *Ptpn23* are also increased in RAW264.7 cells after LPS incubation. Although information on the effects of LPS on *Ptpn* expression or function is limited, several *Ptpns* have been associated with inflammatory diseases [54, 55]. Their expression is also increasingly linked to cancer incidence [56, 57, 58].

In summary, the balance between rapid activation of the inflammatory response and the timely ability to halt the process is critical for maintaining health and restoring cellular homeostasis. DUSPs have emerged as important molecular switches that mediate a “switch‐off” mechanism of inflammation that may be critical in avoiding prolonged inflammation, which has detrimental consequences for human health, as well as chronic inflammation that underlies many diseases. Our observations may add a new dimension to the biology of DUSPs. The finding that a specific set of DUSPs is expressed in tandem suggests that their transcriptional regulation may be coordinated or that they perform redundant functions. It is also possible that individual DUSPs within this set target distinct components of the signaling pathway to ensure proper resolution of the inflammatory response. These ideas may open new avenues for investigating the functional roles of these phosphatases.

## Author Contributions

David M. Cauvi and Antonio De Maio conceived and designed the research; David M. Cauvi, Dennis Hawisher, Julia Derunes, and Ikenna Aniegbuna performed the research and acquired the data; David M. Cauvi and Antonio De Maio analyzed and interpreted the data; David M. Cauvi and Antonio De Maio wrote the manuscript and all authors were involved in drafting and revising the manuscript.

## Funding

This study was supported by University of California, San Diego Academic Senate Grant #RG114348, 2024.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Data Availability

All the data that support the findings of this study are available in the manuscript, including methods.

How the deposited data were processed for this re-analysis (not part of the article)

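The data were 9 RNA sequencing libraries of RAW264.7 cells, 3 incubated without liposomes (PBS), 3 with POPC liposomes and 3 with POPC + Chol liposomes for 60 min. The samples were mapped to conditions and replicates from their labels, the methods and the legend of Figure 3. The peritoneal cells and the LPS-treated RAW264.7 cells of the paper were not analysed here.

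According to the methods, the authors sequenced stranded total RNA libraries as single reads of 75 bases, aligned them with STAR to mm10, which is GRCm38, and quantified genes with RSEM and an annotation that they describe as GENCODE. The authors deposited for each library the expected count of each gene, without normalization between libraries, and its TPM, a value scaled for transcript length and library total. Expected counts need not be whole numbers because RSEM divides reads that match several genes or transcripts. A gene with a near-identical copy can therefore gain or lose counts. The methods describe a test with edgeR and limma-voom, a design of one term per treatment and an adjusted p of 0.05 as threshold.

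The files list 56953 genes by Ensembl identifier. Symbols and coordinates were taken from GENCODE M21 for GRCm38, in which 52029 of the identifiers have a symbol when their version is ignored and 35 have the same version. The annotation used to make the files is therefore another release than the reference used here, and coordinates are those of the reference. No count was found for 34000 genes in any library, and 66 identifiers share a symbol with an identifier of higher count and were kept under their own identifier.

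Expected counts were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was used for the filter on low counts (filterByExpr, default settings), TMM factors, dispersion and the quasi-likelihood test, with 1 term per group and all 9 libraries in the fit. Adjusted p-values are Benjamini-Hochberg values over the 12378 genes tested, with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The comparisons were POPC against PBS, POPC + Chol against PBS and POPC + Chol against POPC. Levels are CPM, counts scaled to the TMM-adjusted library size. With 3 libraries per group an exact permutation test of a single gene cannot give a two-sided p below 0.10, so single-gene permutation tests were not used.

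Total expected counts ranged from 5836996 to 19206492 per library, with the lowest total in PBS replicate 3. A gene with 0 counts is given the limit of 3 counts over the libraries of its group. Ratios with few counts carry an exact 95% interval from the binomial distribution. Limits and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates were compared by a chi-square test of their counts over genes with at least 20 counts in the pair. In each pair between 12.88% and 21.34% of genes differed beyond sampling noise, so no library appeared to be deposited more than once.

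The test was tried on simulated data, in which counts for the 12378 genes were drawn from the real means and library sizes and 200 genes were changed. For POPC against PBS, edgeR's quasi-likelihood test recovered 95% of the changed genes with 11 false calls, and for POPC + Chol against POPC 94% with 8 false calls. In the simulated comparison of POPC + Chol with PBS, which held no change, it made 0 false calls.

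The genes named in the text were fixed by a rule: every gene the paper names for this experiment, the Ptpn and Ptpr genes it names for its other experiments, members of the gene lists, and in each comparison the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups. The values of Table 2 and Figures 3, 4B and 5B had been seen when the rule was written. Gene lists for NF-kB targets, immediate early genes, SREBP2 targets, LXR targets, the integrated stress response, NRF2 targets and the interferon response were written down from general knowledge and tested with limma's camera (limma 3.58.1) with an estimated correlation between genes.

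The design, the gene lists and these alternatives were set before the data were examined: limma-voom, DESeq2 1.42.0 with its own size factors, library size without TMM factors, no filter on low counts, a filter of at least 1 CPM in 3 libraries, a fit of only the 2 groups compared, the replicate number as a block, each library left out in turn, a 2-fold threshold, TPM or the log2 scale for the share of the rise kept, and fry or a preset correlation of 0.01 for the gene lists. Alternatives chosen after seeing the data were leaving out the most counted gene, and its share in each library as a covariate. Sequences shared between genes were sought as exact stretches of 75 bases between transcripts of the reference.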

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

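The test in this part, on shared sequence, was chosen after the results were seen. The genes with the largest rises with POPC are not discussed in the paper, and all were far above their level in the PBS libraries. The log2 fold change of Cxcl2 was 9.05 (adjusted p = 9.16e-25), of ENSMUSG00000121171.1, which the reference does not name, 7.88 (adjusted p = 1.12e-06, and 5.70 with limma-voom), of Nfkbiz 6.72 (adjusted p = 1.52e-25), of Lif 6.45 (adjusted p = 1.02e-15) and of Il1a 6.01 (adjusted p = 8.64e-08), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of the 5 was higher in all 3 POPC libraries than in all 3 PBS libraries. The fitted fold changes of genes with almost no counts in PBS depend on the prior count of the fit. Counted over the groups, Cxcl2 had 26029 counts with POPC and 49 in PBS, a ratio of 534 (exact 95% interval 404 to 722), Nfkbiz 23330 and 220, a ratio of 107 (93.3 to 122), and Lif 735 and 8, a ratio of 92.3 (46.6 to 215). Il1a had 155 and 2 counts, a ratio of 77.9 with an interval of 21.2 to 649. ENSMUSG00000121171.1 had 88 counts with POPC and 0 in PBS, at least 29.5-fold higher when 3 counts over the PBS group are taken as the limit. This bound and the lower end for Il1a lie below the 40.5-fold rise of Tnfaip3, so the place of these 2 genes among the largest rises rests on the fitted values. These intervals cover counting error only.

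With POPC + Chol the same 5 genes were also above PBS, and Cxcl2 (8.11), ENSMUSG00000121171.1 (7.64) and Nfkbiz (5.77) were again the 3 largest rises on the log2 scale, followed by Tnfaip3 (4.39) and Mir155hg (4.36).

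Reads shared with another gene stay open for part of the rises. Of the 4 genes with a symbol, 2 (Nfkbiz and Lif) share no exact stretch of 75 bases with another gene, while Cxcl2 shares one with Cxcl3 and Il1a with Gm14023, and the unnamed gene was not searched. The difference that the design names, incubation with liposomes, stays open as an untested explanation.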

How the results depend on the processing

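The share of the most counted gene as a covariate, and leaving that gene out, were alternatives chosen after seeing the data. Of 67 pairs of a named gene and a comparison, 61 were past the threshold. Without a filter all 67 kept their direction and their side of the threshold, with a filter of 1 CPM 66 did, in a fit of only the 2 groups 65, without the most counted gene 65, with limma-voom 63, with DESeq2 61, without TMM factors 57 and with the covariate 55. Over the fits with 1 library left out, 542 kept both, 57 lost the threshold, 2 gained it and 2 changed direction. The rises of Tnf, Ppp1r15a and the 6 DUSPs with POPC and with POPC + Chol, and their falls between POPC and POPC + Chol, kept direction and side in each of these alternatives, in the replicate block and with each library left out.

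The number of genes past the threshold for POPC against PBS, 1655, was 1006 with the covariate and 275 with the 2-fold threshold. For POPC + Chol against PBS, 667 became 2773 without TMM factors, 237 with the covariate and 123 with the 2-fold threshold. Leaving out 1 library gave 420 to 693, with 431 without PBS replicate 1 and 420 without PBS replicate 2. For POPC + Chol against POPC, 239 became 360 without a filter and 30 with the 2-fold threshold. The split also moved without TMM factors, from 63.6% higher to 21.4% for POPC against PBS and from 73.2% to 7.9% for POPC + Chol against PBS, as the median log2 fold change of all genes shifted to -0.16 and -0.21. The 448 genes raised in both comparisons became 206 without TMM factors, 204 with the covariate and 297 to 438 with 1 library left out, the lowest without PBS replicate 2. Of the tyrosine phosphatase families, 4 genes became 2 with the covariate and 2 to 5 with 1 library left out, with 2 without PBS replicate 2, PBS replicate 3 or POPC replicate 2. A fit with fewer libraries has fewer degrees of freedom. The cause of the other changes was not tested.

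Directions changed for genes near 0. Without TMM factors the log2 fold change of Ptpn23 between POPC + Chol and PBS was -0.094, of Ptprj between POPC and PBS -0.013, and the share of its rise that Ptpn23 kept with POPC + Chol, 28.54% (standard error 14.57), became -39.49%. That share also moved with single libraries, to 16.05% without POPC + Chol replicate 1 and 37.76% without POPC + Chol replicate 3. Dusp9, at -0.05, was at 0.022 with limma-voom, 0.094 with the covariate and -0.23 to 0.14 with 1 library left out, above 0 without PBS replicate 3 (0.14) or POPC replicate 3 (0.037). Among DUSPs outside the tally above, Dusp19, at -0.065 for POPC against PBS, was at 0.009 without PBS replicate 3. Dusp11, at -0.002, was at 0.013 without PBS replicate 2 and 0.002 without POPC replicate 3. The median share kept by the 6 DUSPs, 43.73%, was 64.51% on the log2 scale, which is another measure by construction.

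Of 21 pairs of a gene list and a comparison, 11 were past the threshold with camera and 17 with fry, which tests each list on its own and not against the other genes.

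Replicate numbers did not pair the libraries. Over 8552 genes, deviations from the group means correlated at -0.174 to 0.209 between libraries with the same number, across genes, and at -0.207 to 0.24 between other pairs, and 3 of 9 same-number pairs were above 0.1. With the replicate number as a block, 1552, 620 and 223 genes passed in the 3 comparisons, 63 of the 67 pairs kept their side, 6 pairs of a list and a comparison were past the threshold, those of the NF-kB targets and the immediate early genes, and the interferon list between POPC + Chol and PBS pointed down (adjusted p = 0.987).

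Depth limits the low genes. Il6 had a single count in all 9 libraries. Dusp9, Dusp10 and Dusp28, at 2.76, 1.29 and 3.50 CPM in PBS, had standard errors of 0.268, 0.318 and 0.263 on the log2 scale for POPC against PBS.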

Differences from the paper's values

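For Dusp9, Table 2 gives the paper's log2 fold change of 0.01763, and the value here is -0.0501. The difference is one of sign only, since both values lie within the standard error of 0.268. Of the alternatives set before the data were examined, limma-voom (0.0219) and the fits without PBS replicate 3 (0.14) and without POPC replicate 3 (0.0371) have the paper's sign, and the others do not. The log2 fold changes of the other 17 DUSPs of Table 2 had the same sign as the paper's and lay within the standard error here, with a largest difference of 0.117.

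The paper's average log2 expression in Table 2 is higher than the mean log2 CPM here by 0.328 to 0.329 in all 18 genes, which is beyond the spread between libraries in 14 of them. The paper's values and the values here are 5.797 and 5.468 for Dusp5, 5.708 and 5.38 for Dusp2, 6.524 and 6.196 for Dusp4, 5.932 and 5.603 for Dusp16, 6.604 and 6.276 for Dusp1, 4.793 and 4.465 for Dusp7, 4.449 and 4.12 for Dusp6, 3.701 and 3.372 for Dusp12, 4.543 and 4.215 for Dusp22, 3.893 and 3.564 for Dusp18, 3.072 and 2.743 for Dusp14, 3.486 and 3.157 for Dusp19, 8.03 and 7.701 for Dusp3, and 7.263 and 6.934 for Dusp11. None of the alternatives set before the data were examined was computed for this measure. Library totals over protein-coding genes, chosen after seeing the values, leave a difference of 0.04. They were computed for these levels only, and no genes were called with them, so how many of the paper's calls they drop was not computed.

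The paper states a depth of about 40 M reads per sample, and the median total expected count here is 12.12 M. The first is a number of reads and the second of counts on genes, and no alternative was computed for it.

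For Il6, Fig. 3A shows about 2.0 with POPC and about 0.58 with POPC + Chol, read by eye. The values here are 0 CPM and 0.0332 CPM. The bars are taken as linear CPM, where the legend describes log-transformed counts. Library size without TMM factors does not close either difference.

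The paper states that Ptpn6 is lowered by POPC, and its adjusted p here was 0.0512 with edgeR. It was past the threshold with limma-voom (0.0427), the paper's method, with a filter of 1 CPM (0.0495), in a fit of only the 2 groups (0.0404), without POPC replicate 1 (0.0396), where Ptpn4 is no longer past it, and without POPC + Chol replicate 1 (0.0401). Without TMM factors it was past it too (0.0258), a setting in which the median log2 fold change of all genes is -0.16 and which drops Ptpn4, Ptpn12 and Ptpn23, which the paper calls. It was also past it without the most counted gene (0.0355), a setting chosen after seeing the values, which drops 1 of the genes that the paper calls, Ptpn4 (0.0536).

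The legend of Figure 3C describes cholesterol as counteracting the fall of Dusp7. The direct comparison here pointed the same way, with a log2 fold change of 0.32, but was not past the threshold (adjusted p = 0.269 with edgeR), and the figure marks it as not significant too. Adjusted over the 18 DUSPs alone, Dusp7 was past the threshold in this comparison, as 1 of 8 that were. Without POPC + Chol replicate 3 its log2 fold change was 0.19 (adjusted p = 0.74 over all genes with edgeR). Figure 3C also marks no difference in Dusp7 between the control and POPC + Chol, and here edgeR gave an adjusted p of 0.0308, which was 0.219 without PBS replicate 1, 0.0511 without PBS replicate 3, 0.181 without POPC + Chol replicate 1 and 0.123 without POPC + Chol replicate 2. The legend names ANOVA with Tukey's test, where the values here come from edgeR with adjustment over all genes tested. The marks of the figure and these adjusted p-values are therefore not directly comparable.

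The legend of Figure 3A describes Tnf and Il6 as induced by POPC and reduced by cholesterol. For Tnf both directions were found here. The bars of Tnf in Fig. 3A, read by eye, give a share of the rise kept with POPC + Chol of about 65%, lower than the 75.04% here, and those of the 6 DUSPs in Figure 3 give about 39% for Dusp2 to about 52% for Dusp4, read by eye. For Il6 neither was found, with 0 counts in the POPC libraries and 1 count in the POPC + Chol libraries.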

Other observations

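Most tests of explanations in this part were chosen after the results were seen. These were the tests on a single scaling factor, the POPC mass, the ribosomal RNA, the depth for Il6 and the covariate. The library totals behind Table 2 were chosen then too, as was the use of the SREBP2 and LXR targets to judge an explanation. The gene lists themselves were set before the data were examined, as were fry, the preset correlation and the replicate block. The gene lists and their tests, the counts over other splits of the libraries and the search for sequences similar to Il6 were set beforehand.

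Other splits of the 6 libraries of each comparison into 3 and 3 gave as many genes past the threshold as the real groups in 1 of 10 splits, the real one itself, for POPC against PBS, again in 1 of 10 for POPC + Chol against PBS and in 1 of 10 for POPC + Chol against POPC. The highest numbers in another split were 0, 2 and 31 genes. With 10 splits in all, chance cannot be excluded by this count alone.

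Most of the genes raised at least 2-fold by POPC, not only Tnf and the DUSPs, were lower with POPC + Chol than with POPC. Of the 208 genes lower with POPC + Chol than with POPC, 203 were among the genes raised by POPC, and of the 31 higher, 24 were among those lowered by POPC. The second pair of numbers was 10 of 12 without POPC + Chol replicate 2, 14 of 20 without POPC replicate 1, 15 of 21 without POPC + Chol replicate 3, 16 of 26 without POPC replicate 3 and 39 of 50 without POPC + Chol replicate 1. The 228 genes raised at least 2-fold by POPC had a median log2 fold change of -0.59 between POPC + Chol and POPC, and 221 of them were lower, 127 past the threshold. Comparisons that share the POPC libraries overlap by chance, and in 20 simulations of unchanged groups at most 1 gene was raised by POPC and lower with POPC + Chol, and at most 1 the reverse. No gene was changed in these simulations, and at most 6 were called for POPC, so the overlap was bound to be small. How many genes truly raised by POPC would look lower through the shared libraries was not simulated. A single scaling factor for the POPC + Chol libraries moves all genes alike and is argued against by the difference between the median of these genes and that of the genes not raised by POPC, -0.597, and -0.599 without TMM factors. The share of the most counted gene, which was 16.15% in the median POPC + Chol library and 10.84% in the median POPC library, is argued against as the whole origin, since with that share as a covariate the median of the raised genes was -0.609. The POPC + Chol preparation held 70% of the POPC mass, and a response in proportion to the mass would keep 70% of each rise. Of the 70 raised genes whose share was known to within 5 percentage points, 85.7% lay more than 3 standard errors from 70%, with a median share of 49.1%, 38.5% at the lowest decile and 64.7% at the highest. A response that is not proportional to the mass stays open, as does an effect of the cholesterol itself, which remains a hypothesis.

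POPC and POPC + Chol raised 448 genes in common, and 0 genes were past the threshold in opposite directions, against 4 without TMM factors and 6 without a filter. Fold changes correlated at 0.805 across genes, which are not independent replicates, and at 0.525 without a filter. In 20 simulations of unchanged groups against the same PBS libraries, made with the filtered genes only, the correlation was 0.49 in the median and at most 0.531, and at most 2 genes were raised in both. That count was bound to be low, since no gene was changed in them. The value without a filter cannot be judged against these simulations, since none was made without a filter.

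The gene lists were tested with camera, with Benjamini-Hochberg adjustment over 21 pairs of list and comparison. None held a gene that the paper names for these libraries, and the immediate early genes and the integrated stress response share 1 gene. NF-kB targets (25 of 26 genes tested) had a median log2 fold change of 2.72 with POPC (adjusted p = 0.000308), 25 of 25 raised, of 1.93 with POPC + Chol (0.000294) and of -0.58 between the 2 (0.000294). Il1b, which had 0 counts in PBS, is in this list, and its lower bounds in place of its fitted values leave the 2 medians against PBS as they are, since both bounds lie above them. Immediate early genes (20 tested) had medians of 1.48 (adjusted p = 0.00258), 0.92 (0.0027) and -0.57 (0.00103). The integrated stress response (15 of 16 tested) had medians of 0.19 (0.0459), 0.09 (0.134) and -0.11 (0.0429), and NRF2 targets (9 of 10) of 0.05 (0.0401), 0.05 (0.0327) and -0.02 (0.0573). The interferon response (10 of 12) was past the threshold in no comparison with camera (0.652, 0.92 and 0.299). Its median with POPC was -0.05 and its mean 0.39, and with POPC + Chol -0.08 and 0.21, which differ in sign, and both were below 0 between POPC + Chol and POPC (-0.02 and -0.18). With fry, the interferon list was past the threshold for POPC against PBS (0.0275) and for POPC + Chol against POPC (0.0372). All 11 calls by camera also held under fry and under a preset correlation. With the replicate block those of the NF-kB targets and the immediate early genes held. The block lost the calls of the integrated stress response (0.115 with POPC and 0.104 between POPC + Chol and POPC). It also lost those of the NRF2 targets (0.0895 with POPC and 0.0717 with POPC + Chol) and of the SREBP2 targets between POPC + Chol and POPC (0.0895).

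SREBP2 targets, genes of cholesterol synthesis and uptake, had a median log2 fold change of 0.09 with POPC (21 of 22 tested, 14 higher, adjusted p = 0.0958 with camera, 0.00165 with a preset correlation and 0.00026 with fry), 0.01 with POPC + Chol (0.344) and -0.08 between the 2 (0.0468). Camera compares the list with the other genes, so its adjusted p of 0.0958 for POPC against PBS leaves open that the list shifted no further than they did. A candidate explanation is that liposomes without cholesterol draw cholesterol from the cells. LXR targets, which would then fall, had a median of -0.09 with POPC and an adjusted p of 0.245, with 2 of 10 higher, and of -0.04 (0.245) and 0.03 (0.631) in the other comparisons. The change is small, depends on the test, and this explanation cannot be told apart from others with 10 LXR targets in 3 libraries per group.

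Il6 had no count with POPC, while Il1b, another cytokine that the paper does not discuss, had 38, 19 and 10 counts in the POPC libraries, 5, 4 and 3 in the POPC + Chol libraries and 0 in PBS. Il1b was at least 22.4-fold higher with POPC than in PBS and at least 4.78-fold higher with POPC + Chol, with 3 counts over the PBS group as the limit. The legend of Fig. 3A describes log-transformed counts. If the bar of Il6 is read as linear CPM, the scale on which the bars of Tnf can be read, the depth does not account for the absence of Il6 at that level, since the POPC libraries would then hold 80.6 counts together. Reads assigned to a similar gene were looked for, and 0 other genes share an exact stretch of 75 bases with Il6, which leaves open reads lost in the alignment or the counting, and whether the bars of Il6 come from these libraries. No biological explanation was tested.

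The share of the most counted gene differed between libraries of one group, from 6.31% to 22.48% with POPC. Ribosomal RNA left by the depletion step is a candidate explanation. Within groups, over 9 libraries, its share was set against the ratio of mitochondrial ribosomal RNA to mitochondrial mRNA, and the relation did not pass 0.05 (Pearson r = 0.918, exact permutation p = 0.056, adjusted p = 0.056 over 2 relations, Spearman rho = 0.669, p = 0.167), and without PBS replicate 3 and POPC replicate 3 r was 0.859 (exact permutation p = 0.167, where 0.083 is the smallest p that these libraries allow). With Lars2, which was chosen after its values were seen, r was 0.988 (exact permutation p = 0.009, the smallest that 9 libraries allow, adjusted p = 0.018, rho = 0.946, p = 0.009) and 0.944 without those 2 libraries (exact permutation p = 0.25). All of these were two-sided over 216 arrangements within groups, or 24 without the 2 libraries. The share was 15.32% or more in all 3 POPC + Chol libraries and in 1 POPC library, so treatment and library quality cannot be told apart for this gene.

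The constant difference between the paper's average log2 expression and the values here is 0.329. With library totals over protein-coding genes it is 0.04, and without the most counted gene 0.137. Totals over a smaller set of genes may account for most of it, and the set that would remove it fully was not found.

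With TMM factors, fewer genes were lowered than raised by POPC, and without them more were. With POPC the largest falls were ENSMUSG00000120425.1 (-2.05), Ier5l (-1.99), Gm19719 (-1.59), Ccdc142 (-1.54) and Angptl4 (-1.46). ENSMUSG00000120425.1 kept its call with each library left out, between -2.69 and -1.39, but lost it in DESeq2 (adjusted p = 0.0513). Gm19719 lost its call without PBS replicate 1 or 3 or POPC replicate 1 or 2, with adjusted p from 0.0742 to 0.271 in edgeR, and Ccdc142 without PBS replicate 1 or 3 or POPC replicate 1 or 3, with 0.0772 to 0.159. Gm19719 also lost it in DESeq2 (0.0653) and with the replicate block (0.07), and Ccdc142 with the covariate (0.115). Between POPC + Chol and POPC the largest falls were Lif (-2.18), Il1a (-1.82), Cxcl10 (-1.50), Errfi1 (-1.42) and Gdf15 (-1.32). Gdf15 lost its call without POPC replicate 2 or 3 or POPC + Chol replicate 2 or 3, with adjusted p from 0.073 to 0.164 in edgeR. The largest rises were Gm28438 (1.53), Zfp473 (1.12), Ttc39aos1 (0.92), Zfp524 (0.65) and Arrdc3 (0.61), of which Gm28438 and Ttc39aos1 kept their call with each library left out. Arrdc3 lost it without POPC replicate 1 (adjusted p = 0.0603 in edgeR), Zfp524 without any 1 of the POPC libraries, POPC + Chol replicate 2 or POPC + Chol replicate 3 (0.056 to 0.197), and Zfp473 without any 1 of the libraries other than POPC replicate 2 and POPC + Chol replicate 1 (0.0524 to 0.264). Without TMM factors Arrdc3 (0.087), Zfp524 (0.141) and Zfp473 (0.0674) lost it too. Zfp524 and Zfp473 also lost it in DESeq2 (0.11 and 0.105) and with the replicate block (0.0506 and 0.0605). Zfp473 lost it in a fit of only the 2 groups as well (0.0594), and all 3 lost it with the covariate. The expected counts of Gm28438 were not whole numbers in any library, so its reads were divided and it may gain or lose counts. The level of Gm28438 ran from 12 to 27.53 CPM with POPC and from 41.44 to 88.29 CPM with POPC + Chol.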
